A study of Mus musculus with 2 samples. Its data were reported in "Study on Differences in the Pathology, T Cell Subsets and Gene Expression in Susceptible and Non-Susceptible Hosts Infected with Schistosoma japonicum" (2010).

How the data were processed

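Lung and liver were taken from male BALB/c mice 10 days after infection with *Schistosoma japonicum*, a blood fluke whose larvae pass through the lungs on their way to the portal veins of the liver, and from uninfected mice. Total RNA was amplified and labelled with the dyes Cy3 and Cy5, and an infected and an uninfected sample of the same tissue were hybridised together to a mouse oligonucleotide array of CapitalBio. Per the methods of the study, each hybridisation was repeated with the dyes exchanged, the images were read with the LuxScan software and the signals were normalized by Lowess regression, which removes a trend of the ratio with brightness. The authors deposited 1 log2 ratio per spot and tissue, and how the repeats were combined into it is not given in the sources used here. Whether the RNA on an array came from single animals or from a pool, and why some spots are empty, is likewise not given. The number of arrays limits the precision.

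The deposited table had 37632 spots, of which 14922 had a lung value and 14235 a liver value. The median of all deposited values was -0.0048 in lung and -0.0019 in liver, so the ratios were already centred near no change, and they were used as deposited. The scale and the direction are not written in the table. The log2 scale was taken from the range and centre of the values. The direction, infected over uninfected, is likely rather than certain. It rests on the labels, which put the infected tissue in channel 1 and the uninfected tissue in channel 2, and on the counts past 2-fold. With this sign there were more higher than lower spots in lung and more lower than higher spots in liver, the same order as in the counts quoted from the study. The order held with every spot kept, at 412 higher and 112 lower in lung and 158 and 277 in liver. The opposite sign would reverse the study's order in both tissues, which argues against it.

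The table numbers its spots and does not pair them with genes, and the reference of gene names used here holds no spot numbers. For this reason no gene is named, and the gene lists and the rule for named genes that were fixed before the data were examined could not be applied. Those lists were drawn up after the paper and part of its supplementary material had been read. The spots mentioned by number were chosen after their values were seen: the highest spot of each tissue, the lowest spot of each tissue and the remaining spot that was lower in both. A spot number was taken to stand for the same probe in both tissues.

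The layout of the array was inferred from the values. Among the divisors of the number of spots, the correlation between a spot and the spot 1 block further was highest at a block length of 784 spots, with r = 0.34 in lung and 0.36 in liver, while divisors that were no multiple of it gave between -0.023 and 0.018. This gives 48 blocks, drawn as squares of 28 by 28 spots. Positions with a value in at least 95% of the blocks of either tissue lay between position 1 and position 14 of the block, and these 14 positions were treated as recurring spots. Positions 775 to 782 held 2 sets of 4 alternating spots that moved together over the blocks, with r of at least 0.7 between spots 2 positions apart in both tissues, and these were treated as repeated spots. Nothing in the table says what either kind is. All 22 positions were left out of the counts, 1056 spots in all, which left 36576 spots. This exclusion was chosen after the values were seen, and after it was seen to bring the counts close to those of the study, so the closeness is no independent check.

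A spot was counted as higher or lower at a log2 ratio of 1 or more in either direction, which is the 2-fold criterion of the study. The study also required a false discovery rate computed from repeated ratios, which needs values that are not in the table. With 1 value per spot and tissue there is no p-value, no error across animals and no count of significant genes. Technical spread was measured as the SD over blocks of each recurring position and as the SD within a block of the repeated spots, in place of the planned spread between probes of a gene. The bulk of the ratios was described by a robust SD, the scaled median absolute deviation. Overlaps between the tissues were set against n1 × n2 / N over the spots valued in both, and correlations run across spots, which are not independent replicates. Mean differences between the 2 arrays at recurring positions were tested with a two-sided permutation test that flipped signs of the block differences 100000 times, with Benjamini-Hochberg adjustment over 8 positions. That test compares these arrays and not infected with uninfected animals.

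The steps were tested on simulated data with the layout of the table and a normal bulk. The block length and both kinds of recurring spot were recovered. They had been planted at the inferred positions and empty spots were copied from the real data, so this does not test whether the inferred layout is right. Of 50 lung spots simulated at a log2 change of 1.5, 98% were counted as higher, and of 50 simulated at -1.5, 100% as lower. In liver these shares were 100% and 94%. At changes of 3 and -3 the share was 100% in both tissues. Of the unchanged simulated spots, 0 of 13947 in lung and 29 of 13412 in liver passed 2-fold. These shares follow from the normal distribution with the robust SD of each tissue that was simulated. The real bulk was not of equal width, with a robust SD of 0.340 for lung spots without a liver value and 0.231 for those with one. The shares therefore do not give the rate of false calls among real spots.

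Alternatives fixed before the data were examined were centring on the median, thresholds of 4-fold and 1.5-fold, and spots with a value in both tissues. Alternatives chosen after seeing the data were every spot kept, the median of the surrounding spots within 3 rows and columns of the same block taken off each spot, and a raised threshold of 2.88-fold. It was raised by 2 times the highest SD of a recurring position with 40 or more values in either tissue. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.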

Results

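Gene expression in the lung and the liver of mice infected with *S. japonicum* for 10 days was compared with that of uninfected mice on 2-colour oligonucleotide arrays. The data comprised 1 column of log2 ratios for lung and 1 for liver, and a positive value means a higher level in the infected tissue, a direction that is likely but not stated in the table. After the recurring and repeated positions were left out, 14147 spots had a value in lung and 13612 in liver, 38.7% and 37.2% of the 36576 spots. There were no replicate values, so every count below describes these hybridisations and has no error across animals. The spots are not paired with genes in the table, and the results are therefore given for spots.

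In the infected lung, the changes past 2-fold lay almost all on the higher side. Of the spots with a lung value, 364 were at least 2-fold higher and 16 at least 2-fold lower than in the uninfected lung. The higher spots made up 95.8% of the 380 spots past 2-fold. With every spot kept, recurring and repeated positions included, 412 were higher and 112 lower, and the share was 78.6%. The higher spots of the main count had a median log2 ratio of 1.60, or 3.03-fold, and the lower spots one of -1.32, or 2.5-fold lower. At 4-fold, 139 spots were higher and 3 lower. The highest value was that of spot 23666, with a log2 ratio of 6.72, which is 106-fold, and this spot had no value in liver.

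Most lung spots with a value lay close to the centre of the ratios. The median log2 ratio was -0.0065. The normalization centres the ratios, so this median cannot show whether the tissue as a whole changed. Of the spots with a lung value, 94.0% lay within 1.5-fold. The 1st percentile was -0.60 and the 99th percentile was 1.99, so the distribution had a long upper and a short lower tail. The robust SD of the bulk was 0.246, and a normal distribution with this SD would place 0.664 spots past 2-fold. Of the 364 higher spots, 106 lay within 0.262 of the threshold, and so did 7 of the 16 lower spots. The 0.262 is the highest SD over blocks found at a recurring position. Recurring positions were picked for having a value in nearly every block, so the spread of other spots may be larger.

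In the infected liver, lower spots outnumbered higher spots. There were 111 spots at least 2-fold higher and 181 at least 2-fold lower than in the uninfected liver, so that 38.0% of the 292 spots past 2-fold were higher. With every spot kept these counts were 158 and 277. If the direction of the ratio were the opposite, the higher share would be 62.0% in liver and 4.21% in lung. The higher spots had a median of 2.35-fold and the lower spots one of 2.51-fold lower. At 4-fold, 10 spots were higher and 38 lower. Spot 13912 had the highest value, a log2 ratio of 3.29 or 9.76-fold, and its lung value was 0.079.

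The bulk of the liver was wider than that of the lung. Within 1.5-fold lay 89.9% of the liver spots, and the robust SD was 0.313. The 1st percentile of the log2 ratio was -1.12 and the 99th percentile was 0.95. A normal distribution with this SD would place 19.2 of the spots past 2-fold, against the 292 counted. Within 0.262 of the threshold lay 61 of the 111 higher and 75 of the 181 lower spots. At 1.5-fold the excess of lower spots was lost, with 703 spots higher and 676 lower.

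**Figure D1:**
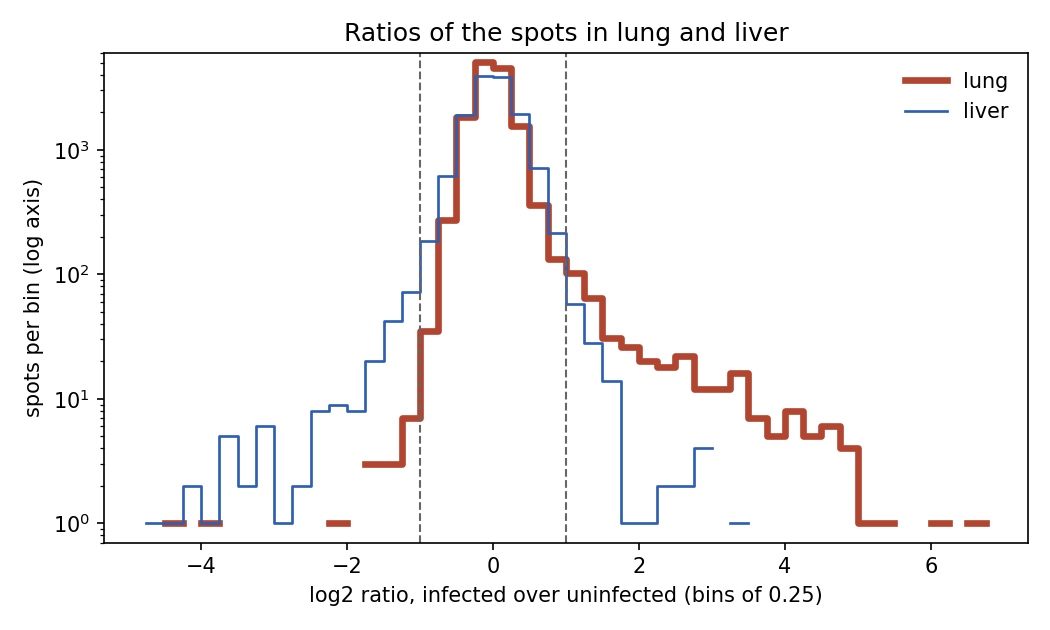
Number of spots per bin of 0.25 against the log2 ratio of infected over uninfected tissue, with a log axis for the counts, the thick line for lung, the thin line for liver and dashed lines at 2-fold. The upper tail of lung holds 364 spots past 2-fold and its lower tail 16, while liver has 111 and 181.

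The same contrast in both tissues shows whether the spots changed in lung were also changed in liver. A value in both tissues was found at 11207 spots, against 5265 if values fell independently. Across these spots the ratios were weakly related, with a Pearson correlation of 0.10 and a Spearman correlation of 0.11, and 53.3% had the same sign. The Pearson correlation depended on the positions left out after the values were seen, and was 0.398 with every spot kept. At 2-fold, 4 spots were higher in both tissues, where independent lists would share 0.580, and 2 were lower in both, against 0.0396. With every spot kept these counts were 51 and 98, and at the raised threshold of 2.88-fold they were 0 and 2. Another 6 spots were higher in lung and lower in liver, against 0.740, and 0 were lower in lung and higher in liver, against 0.0311. The 6 fell to 3 with the local median taken off and to 1 at the raised threshold. The small numbers of shared spots allow no firmer statement than these counts.

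Spot 6897 had the lowest value of both tissues, with a log2 ratio of -4.33 in lung and -4.59 in liver. The other spot lower in both was 13169, at -1.55 in lung and -2.48 in liver. The 4 spots higher in both ranged from 1.01 to 2.60 in lung and from 1.35 to 1.62 in liver. A dye bias of single probes, if the exchanged dyes did not cancel it, would also recur in both tissues. For the spots past 2-fold in the same direction in both, this was not tested. The 6 spots with opposite changes ranged from 1.01 to 4.0 in lung and from -2.28 to -1.04 in liver.

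Most spots higher in lung had no value in liver. Of the 364, 112 had one, or 30.8%, whereas 80.5% of the lung spots under 2-fold did. Among the 16 lower lung spots, 6 had a liver value, or 37.5%. The median liver log2 ratio of those 112 spots was -0.11, and 84 of them lay within 1.5-fold in liver. Of the 181 spots lower in liver, 74 had a lung value, and of the 111 spots higher in liver, 58 did, or 40.9% and 52.3% against 83.1% of the liver spots under 2-fold. More spots were past 2-fold in lung than in liver, 380 against 292. That order turned at 1.5-fold, with 845 in lung and 1379 in liver, and over the spots valued in both tissues, with 118 and 132.

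**Figure D2:**
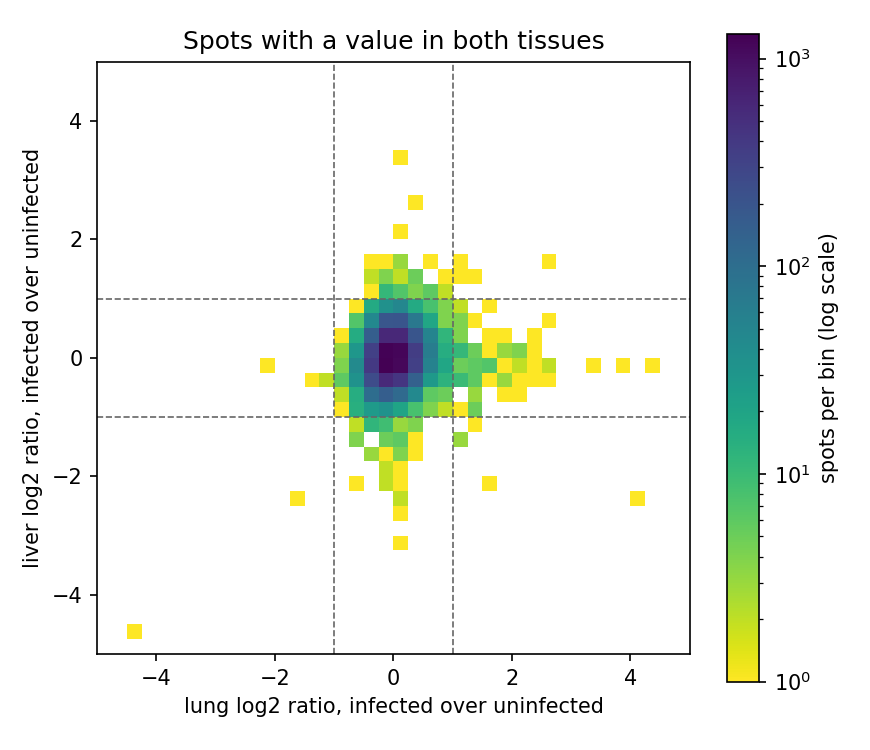
Liver against lung log2 ratios of infected over uninfected tissue for the 11207 spots with a value in both, coloured by the number of spots per bin of 0.25 on a log scale, with dashed lines at 2-fold. The 4 spots higher in both tissues, the 2 lower in both and the 6 higher in lung and lower in liver lie in the corners, and spot 6897 stands alone at the lower left.

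The technical spread was read from the recurring and the repeated spots. At recurring positions with 40 or more values the SD over blocks ranged from 0.070 to 0.262, with a median of 0.109 in lung over 12 positions and 0.0845 in liver over 8 positions. Among the repeated spots, the SD within groups of 4 spots of a block was 0.049 in lung and 0.072 in liver (n = 48 groups each). Between blocks the means of these groups varied more, with SDs of 0.159 and 0.087 for the 2 sets in lung and 0.321 and 0.167 in liver (n = 24 blocks each), and nothing in the table says whether the blocks hold the same probe there. These spreads cover spotting and hybridisation within an array, not animals.

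**Figure D3:**
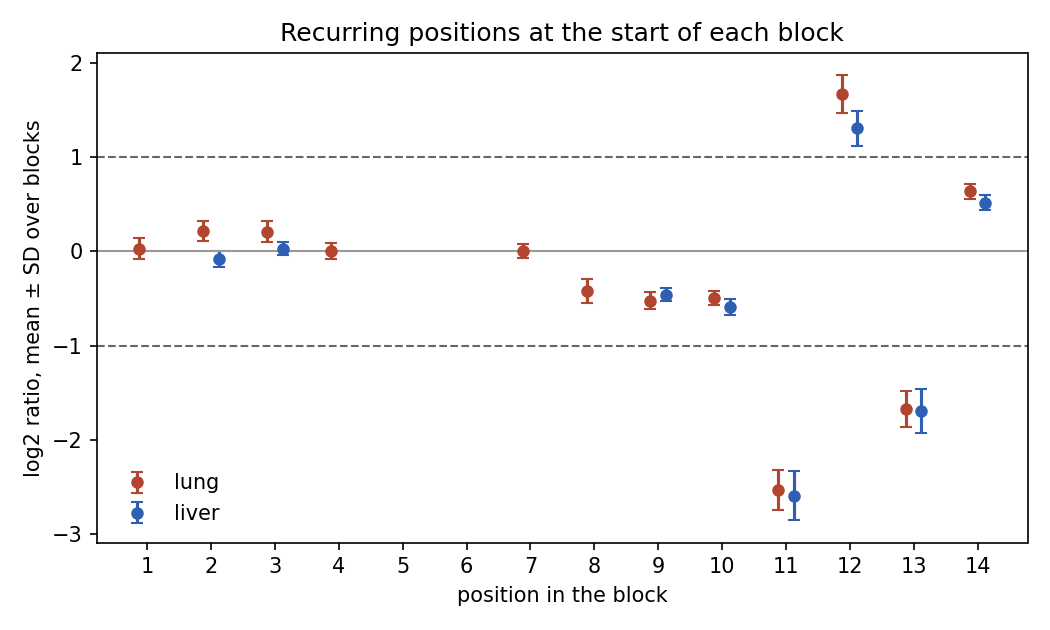
Mean log2 ratio ± SD over blocks against the position in the block, for the positions with 40 or more values in a tissue, lung and liver side by side and dashed lines at 2-fold. Positions 11 and 13 lie below and position 12 above 2-fold in both tissues.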

Values the study reported

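The study counted 35,825 probe sets for 25,051 genes on the mouse array. In mouse lung it detected 14208 clones, or 40%, and in mouse liver 13654, or 38%. At a ratio of 2 it listed 364 probe sets as up-regulated and 16 as down-regulated in mouse lung, and 111 as up-regulated and 179 as down-regulated in mouse liver. It controlled the false discovery rate under 5%.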

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

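The tests of the array's centre, of blocks and of dye bias were chosen after the result they bear on had been seen, and the bound for local patches was set before its result was known, with a setting chosen after the data had been seen.

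The split between higher and lower spots differed between the tissues, which drew attention because the same contrast went mostly one way in lung and mostly the other way in liver: 95.8% of the spots past 2-fold were higher in lung and 38.0% in liver. With the sign turned, since the direction is likely and not certain, these shares would be 4.21% and 62.0%, and with every spot kept they were 78.6% and 36.3%. At 1.5-fold they were 81.2% and 51.0%, so liver no longer went mostly one way there. At 4-fold they were 97.9% and 20.8%, so the excess of lower spots in liver was larger at the higher threshold. The difference was not tested, since each tissue had 1 value per spot. There were also 6 spots that were higher in lung and lower in liver, also untested; their number was 3 with the local median taken off and 1 at the raised threshold.

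For the lung side of this split, local patches would take most higher spots with them, and 353 spots were higher after the local median was taken off, against 364 before; and a few blocks would gather them, but the variance over the mean of the counts per block was 0.908, inside the 0.656 to 1.48 that held the middle 95% of 10000 random placements. A dye bias of single probes would recur in liver, and the 112 spots with a liver value had a median of -0.11 there, with quartiles of -0.33 and 0.14, which argues against it for those spots. For the other 252 it stays open, as they have no liver value; the repeat with exchanged dyes would cancel such a bias if the deposited ratio combines both orientations equally, which is not given in the sources used here. A centre set too low by the normalization would leave even tails once moved, but with the centre raised by 0.449 on the log2 scale, which gave 211 higher and 215 lower spots at 2-fold, 106 were higher and 6 lower at 4-fold, a ratio of 17.7, which argues against it as the whole cause. A stronger response of the infected lung than of the infected liver is an untested biological candidate. It would not by itself account for the direction. More spots were past 2-fold in lung than in liver, 380 against 292. Fewer were past 1.5-fold, 845 against 1379, or past 2-fold among spots valued in both tissues, 118 against 132.

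Of the recurring positions, which were left out of the counts, 3 were past 2-fold in both tissues. The mean log2 ratio at position 11 was -2.53 ± 0.21 in lung and -2.59 ± 0.26 in liver, at position 12 it was 1.67 ± 0.20 and 1.302 ± 0.19, and at position 13 it was -1.67 ± 0.19 and -1.70 ± 0.23 (SD over 48 blocks).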

How the results depend on the processing

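The alternatives of every spot kept, the local median and the raised threshold, and all of those for the difference between tissues and for the robust SD ratio, were chosen after seeing the data. Of 74 values recomputed, 44 stayed close to the main value, among them all counts after centring. Close means within 1.5 times of it or, for the log2 ratio of a single spot, within 0.262. Some of the 44 could not move, such as the Pearson correlation and the robust SD ratio after centring, and single-spot values with every spot kept. The medians were already near 0, so centring could change little. The 44 are therefore no measure of stability. At 4-fold, 139 spots were higher and 3 lower in lung, and 10 and 38 in liver. At 1.5-fold there were 686 and 159 in lung and 703 and 676 in liver, with 33 higher in both, 16 lower in both, 28 higher in lung and lower in liver and 1 the reverse. With the threshold raised to 2.88-fold, 190 were higher and 6 lower in lung and 23 and 64 in liver, with 0 higher in both and 1 higher in lung and lower in liver. These follow from the threshold itself. Over spots with a value in both tissues there were 112 and 6 in lung and 58 and 74 in liver. Fewer spots entered, but 79.2% of the lung spots remained. The fall was larger because spots past 2-fold were more frequent among those valued in a single tissue. In lung, 8.57% of these were higher, against 0.999% of the spots valued in both. The difference of lung minus liver in spots past 2-fold, 88 in the main setting, turned to -534 at 1.5-fold, and the cause of that turn was not tested. Over spots with a value in both it turned to -14. That setting took out 252 higher and 10 lower spots in lung, against 53 and 107 in liver. With every spot kept, 112 were lower in lung, 277 lower in liver, 51 higher in both and 98 lower in both, and the Pearson correlation was 0.398, all through the added positions. With the local median taken off, 3 spots were higher in lung and lower in liver; the cause was not tested. In each of these settings, higher spots outnumbered lower spots in lung.

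The alternatives that summarise probes by gene, the medians of the gene lists and the comparison without listed genes were not run, since the spots carry no gene names; probes in place of genes is the main setting here. No paired analysis was possible because each tissue has 1 value per spot, and for the same reason no replicate was left out. The table gives no signal over background, so what dim spots limit cannot be shown.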

Other observations

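The test of spot-to-spot noise and that of the recurring positions were chosen after the result had been seen, and the bounds for a wider bulk, local patches and the spots measured were set before their results were known, with settings chosen after the data had been seen.

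Spots higher in lung rarely had a liver value, 30.8% of them, and the 16 lower spots were similar, at 37.5%. In liver, 52.3% of the higher and 40.9% of the lower spots had a lung value. The pattern was thus not particular to spots raised in lung. Of the 2940 lung-only spots 252 were higher and 10 lower, and of the spots valued in both tissues 112 and 6. The robust SD of the lung-only spots was 1.47 times that of the spots valued in both. This lay between the bounds of 1.2 and 1.5 set beforehand, so that test did not decide. Dimmer lung-only spots with a wider bulk would reach past 2-fold about equally in both directions. A normal bulk of that width would place 4.88 spots above 2-fold, against the 252 counted. The uneven split was known before this test and was also present in the spots valued in both. It therefore cannot decide whether a wider bulk plays a part. The rule by which spots were left empty is not known and stays open. A candidate biological explanation, untested here, is that genes raised in the infected lung may be genes with little signal in liver.

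The bulk of the liver ratios was wider than that of the lung ratios, with robust SDs of 0.313 and 0.246. The tables argue against local patches, as the ratio of the SDs was 1.28 as deposited and 1.296 after the local median was taken off, and against different spots being measured in each tissue, as it was 1.27 over those valued in both. Spot-to-spot noise may contribute and cannot be told apart: at the repeated spots the difference in variance reached 7.49% of that in the bulk, but over the recurring positions this share ran from -19.1% at position 3 to 66.4% at position 11. A true difference between the tissues stays among the open explanations, as untested.

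At 6 of the 8 recurring positions with 40 or more values in both tissues the arrays differed in the two-sided permutation test over blocks, each with an unadjusted p of 1e-05, the smallest that 100000 permutations can give, and an adjusted p of 1.3e-05. The blocks came from 1 deposited column per tissue, with no repeated array, so the test covers only the spread between blocks. The mean differences of lung minus liver over all 8 positions ranged from -0.063 to 0.366. At position 11 the adjusted p was 0.077 and at position 13 it was 0.36.

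Neighbouring spots of a block were weakly alike, with a Spearman correlation across spots of 0.093 in lung and 0.091 in liver between a spot and the next one. After the local median was taken off it was -0.0063 and 0.014.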
